A study of Mus musculus with 197 samples. Its data were reported in "Fentanyl-induced cortical and cardiopulmonary damage linked to immune response functions and apoptosis-necrosis networks in a multi-omics mouse model" (2026).

How the data were processed

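Gene expression was measured on 2-colour Agilent oligonucleotide arrays of mouse RNA from cortex, heart and lungs, collected 40 min, 6 h, 24 h or 7 d after a subcutaneous exposure to fentanyl. The authors labelled the tissue RNA with Cy5 and a common mouse reference RNA with Cy3, so a ratio of Cy5 over Cy3 is the level in the tissue relative to the reference. The series held 197 arrays of 189 tissue samples from 64 animals. Of these animals, 61 gave all 3 tissues. Cortex of 1 animal and lungs of 7 animals were hybridised on a pair of arrays, and those arrays were averaged before any test. The 16 animals of a tissue and time point are separate animals (13 for heart at 24 h). The labels gave the tissue, the time point and, through the sample title, the animal. They gave fentanyl as the treatment of each sample, whereas the description of the series names 3 doses and sham controls at each time. Neither the dose nor the sham animals could be assigned from the labels, so each time group mixes them, and the dose terms of the study's analysis could not be fitted. The heart of animal 91 was labelled 7 d, while the cortex and lungs of that animal were labelled 24 h. It was kept as labelled in the comparisons within heart, was left out of comparisons of animals between tissues, and was left out altogether as an alternative.

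The authors scanned the arrays and deposited the output of Agilent Feature Extraction, whose version was 12.0.3.1 per the file headers. Per the file headers, the intensity columns hold median spot and local background brightness of each channel, which are raw; mean signals are not in the files. The deposited processed signals are background-subtracted and dye-normalized intensities, and the deposited log10 ratio is that of Cy5 over Cy3 from these. The deposited series table holds the same log10 ratios: the largest difference from the scanner files was 5e-10, so its scale and direction are known and none of its columns was left unused.

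Each array had 62976 spots, of which 59305 were not controls, in 55681 probes. Probes were named through the RefSeq accession of the array design, without versions, against gene symbols of assembly GRCm38.p6. This named 28026 probes (50.3%) with 21154 symbols; probes without a match were left out. Background was corrected with normexp (offset 50) on the median signals. Ratios were normalized within each array by loess (span 0.3, 4 iterations, control spots with weight 0) in limma 3.58.1 under R 4.3.3, with the package data.table (version 1.17.8) for reading files. Changes are differences of log2 ratios. Where a gene had several probes, the probe with the highest mean brightness over all arrays was taken. A gene was tested in a tissue where its probe was well above background in Cy5 on at least 13 arrays, which left 13391 genes in cortex, 9496 in heart and 15708 in lungs.

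Precision is limited by the number of arrays and by weak signal in the tissue channel. The median over arrays of the 75th percentile of the net Cy5 signal lay between 20 and 25 units at the 4 times in cortex, between 6.5 and 8.5 in heart and between 49 and 57 in lungs. Such signals are near or below the offset of 50, which then weighs on the corrected ratios. The log2 change in the Feature Extraction ratios, larger for some genes and smaller for others, is given beside some of the leading genes, each named as such.

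Time points were compared within each tissue by limma's moderated F test over the 4 times and by moderated t statistics of 6 h, 24 h and 7 d against 40 min from the same fit. No covariate entered, as the study's methods name none besides dose and time. Benjamini-Hochberg adjusted p below 0.05 was the threshold. The 3 contrasts of a tissue share the 40 min samples. A model of all 12 groups of tissue and time tested whether changes from 40 min differ between tissues and whether genes differ between tissues (adjusted p below 0.05 and an absolute log2 difference of 1 or more). Spread between animals was compared among times by the Brown-Forsythe test per gene. For 51 gene lists (21 pathways, 27 cell type markers, 3 lists of genes named by the study, with a mouse member chosen where it names a family), camera compared each list with the other genes at a preset correlation of 0.01, and again with the correlation between genes estimated from the residuals. List p-values were adjusted over the lists of a contrast. Counts of members past the threshold are given over all genes tested and adjusted over the list alone. Within-slide values of a list are differences between times among the animals that share a slide. A sample with a pair of arrays was assigned to the slide with the lower number, although its value is the mean of both arrays. The same assignment was used for slide as a block. For animals measured in a pair of tissues, deviations of list scores from the mean of the time group were correlated between tissues by permutation of animals within time points (100000 permutations, two-sided) over 141 relations.

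The lists, the tests and the rule for naming genes were fixed before the data were examined. In each tissue and contrast the text names the 4 genes with the largest rise and the 4 with the largest fall among those past the threshold that were well above background on at least 50% of the arrays of the higher group, the 2 to 4 members with the largest change (or the smallest p, where none passed) of each list it describes, the genes named by the study, and Cirbp and Rbm3. Other genes are named as members of a count of 7 or fewer or for their spread, and these were chosen after their values were seen. Values of some members of the cell type lists are not reported here. Each value rests on 1 probe of its gene. Of 177 values named by their size or as members of a list, 24 had several probes that passed the filter, and 2 of these had a probe of the other sign (Mt1 in heart at 6 h and Rbm3 in lungs at 24 h).

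Animal numbers in the labels mark the same animal in the 3 tissues, so the numbers pair the samples across tissues. The median correlation of deviations across genes was 0.0255 for heart and cortex of the same animal against -0.00348 for other animals of the same time, 0.058 against -0.00087 for lungs and cortex, and 0.0297 against -0.0116 for lungs and heart. A slide held up to 8 arrays, and 1 of 25 slides held more than 1 tissue. All 4 times were present on 5 slides of cortex, 6 of heart and 3 of lungs, so that slide could be fitted as a block within a tissue.

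The tests were tried on simulated data with 200 changed genes per tissue in the 6 h contrast. At a log2 change of 0.5 they found 91% in cortex, 83% in heart and 86% in lungs. At a log2 change of 1 they found 100% in each, with 11, 8 and 20 false calls. In the simulation each gene varied independently, with no slide or brightness effect, so these rates need not hold for the real samples. Other groupings of the real samples gave up to 142 genes in cortex, 4 in heart and 585 in lungs at 6 h. Alternatives covered the Feature Extraction ratios and the deposited table, no background correction (on median signals), an offset of 1, quantile normalization of the mean brightness between arrays, Cy5 alone, the filter, the slide as a fixed or random block, repeat arrays, probes per gene, array weights, the methods' analysis of variance, a size limit, the animal as a block, and leaving out animals 38, 41 or 91.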

Results

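Fentanyl is a synthetic opioid whose overdose depresses breathing and stiffens the muscles of the chest. The data are array measurements of cortex, heart and lungs of mice collected 40 min, 6 h, 24 h and 7 d after exposure, with 16 animals per tissue and time (13 for heart at 24 h). Each animal is a separate replicate. The labels give no dose and no sham animal, so a time group mixes doses and sham animals that cannot be told apart here and a contrast against 40 min is a difference in time since exposure, not a difference between treated and untreated mice. The paper names a possible survivor bias, since deaths at the highest dose came on average soon after 40 min. Later groups hold survivors, so a contrast can also reflect which animals lived. The median number of non-control spots well above background in the tissue channel ranged over the 4 times from 23115 to 25077.5 in cortex, from 13107.5 to 14827 in heart and from 28354 to 31748.5 in lungs. Unless stated otherwise, a value is the log2 change from 40 min ± SE from the limma fit with its adjusted p.

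The tissue labels were first compared with cell type markers. Between heart and cortex 2788 of 13727 genes differed, 1081 of them higher in heart. All 10 cardiomyocyte markers were higher in heart (median log2 difference 6.04) and all 10 neuronal markers were higher in cortex (median -3.42). Between lungs and cortex 3519 of 16356 genes differed, 1895 of them higher in lungs, including 8 of 8 markers of alveolar type 2 cells, which make surfactant (median 4.33), and 5 of 5 of alveolar type 1 cells (4.50). Between lungs and heart 2144 of 15736 genes differed, 1352 of them higher in lungs. In Feature Extraction ratios the 3 counts were larger, at 6303, 7039 and 5486. Lung samples also carried transcripts of other tissues: 8 of 10 cardiomyocyte markers, 6 of 10 skeletal muscle markers and 6 of 7 adipocyte markers were higher in lungs than in cortex, with medians of 2.37, 2.85 and 3.35. Some heart arrays had high club cell markers. Their mean was 2.08, 1.86 and 1.75 in animals 30, 32 and 20 at 40 min and 1.88 in animal 45 at 6 h, against a heart median of 0.187. Type 2 markers on these arrays were low (-0.251 to 0.0342). Of the 197 arrays, all but those labelled heart and lungs of animal 38, at 6 h, correlated best with the profile of their own tissue. The heart-labelled array of that animal had a Pearson r of 0.931 with the median lung profile and 0.542 with the median heart profile (across 15904 genes, which are not independent replicates), and the lungs-labelled array had 0.883 with heart and 0.643 with lungs.

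**Figure D1:**
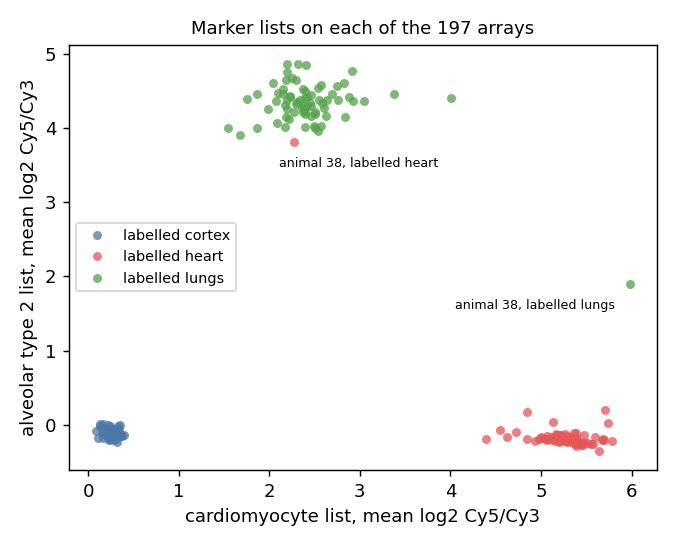
Mean log2 ratio of the cardiomyocyte markers (horizontal axis) against the alveolar type 2 markers (vertical axis) for each array, coloured by labelled tissue. The heart-labelled array of animal 38 has 2.27 and 3.81, near the lung arrays, and its lungs-labelled array has 5.98 and 1.9, away from the other lung arrays (type 2 at least 3.91).

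The contrasts within a tissue ask which genes depend on the time since exposure. In cortex at 6 h, 34 genes were higher and 7 lower than at 40 min (of 13391; 894 at unadjusted p below 0.05). The largest rises were in Ctla2a, a cysteine protease inhibitor (0.94 ± 0.172, adjusted p = 0.00136), and Plin4, a lipid droplet coat protein (0.88 ± 0.153, adjusted p = 0.000976). Next came Fkbp5, a co-chaperone that restrains the glucocorticoid receptor (0.76 ± 0.112, adjusted p = 5.95e-05), and Ehd3, a protein of endosome recycling (0.76 ± 0.145, adjusted p = 0.00251). In Feature Extraction ratios these changes were 1.25, 1.81, 1.10 and 0.30, and the last was past the threshold under 10 of 13 alternatives (adjusted p 0.000796 to 0.0843). The largest falls were in Fos (-0.62 ± 0.129, adjusted p = 0.00629), Klf2 (-0.61 ± 0.110, adjusted p = 0.00136), Btg2 (-0.58 ± 0.0898, adjusted p = 9.55e-05) and Ccn1 (-0.57 ± 0.133, adjusted p = 0.0295), which are early response genes switched on within minutes of a stimulus. With slide as a block 15 genes were called in place of 41, among genes well above background on every array 23, and with Cy5 alone 67.

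Glucocorticoid response genes rose together in cortex at 6 h. Of 22 measured members, 8 rose, 1 fell and 13 did not pass (14 rose and 1 fell adjusted over the list alone), with a mean change of 0.36. Beside Fkbp5 and Plin4, the transcription factor Zbtb16 rose by 0.75 ± 0.146 (adjusted p = 0.00268) and the metal-binding protein gene Mt2 by 0.73 ± 0.160 (adjusted p = 0.0146). The list was past the threshold (camera adjusted p = 1.12e-23; adjusted p = 0.00497 with an estimated correlation). Its change was 0.33 with slide as a block and had a within-slide median of 0.46, higher on 4 of 6 slides. The list mean was not spread evenly over the 6 h animals: 5 of 16 lay between -0.32 and 0.12 and the other 11 between 0.47 and 0.68, relative to the 40 min mean. Of 23 immediate early genes, the first genes transcribed after a cell is stimulated, 6 fell and 17 did not pass (13 fell adjusted over the list alone). Their mean change was -0.33, lower on 6 of 6 slides (within-slide median -0.17, slide as a block -0.30), with camera adjusted p = 6.55e-22 and adjusted p = 0.00497 with an estimated correlation.

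The opioid, cell cycle and neuronal lists had no member past the threshold over all genes in cortex at 6 h. The opioid system list was higher by a mean of 0.15 (camera adjusted p = 0.00902; adjusted p = 0.367 with an estimated correlation), with 1 of 10 members past the threshold adjusted over the list alone. Its members with the smallest p were the receptor adaptor Arrb1 (0.32 ± 0.0966, adjusted p = 0.233) and the nociceptin receptor Oprl1 (0.34 ± 0.165, adjusted p = 0.732). Its change was 0.14 with slide as a block and 0.13 as a within-slide median. The lists of cell cycle genes (mean -0.11, slide as a block -0.07, within-slide median 0.05; camera adjusted p = 0.00798, adjusted p = 0.696 with an estimated correlation) and neuronal markers (mean 0.15, slide as a block 0.12, within-slide median 0.17; 0.0287 and adjusted p = 0.451) changed direction in Feature Extraction ratios, to 0.06 and -0.03.

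At 24 h and 7 d nearly all calls in cortex were falls. At 24 h, 1 gene was higher and 13 lower (590 at unadjusted p below 0.05). At 7 d, 17 were lower and none higher (1545 at unadjusted p below 0.05), although array weights gave 65 genes, 23 of them higher. The orphan nuclear receptor gene Nr4a1, an immediate early gene, fell by 1.02 ± 0.202 at 24 h (adjusted p = 0.00635) and by 1.09 ± 0.202 at 7 d (adjusted p = 0.00131). Sgk1, a kinase gene induced by glucocorticoids, fell by 0.78 ± 0.133 and by 0.83 ± 0.133 (adjusted p = 0.000726 and 7.84e-05). Klf2 fell by 0.78 ± 0.110 and by 0.86 ± 0.112 (adjusted p = 2.41e-05 and 1.08e-06; 15 animals at 7 d), and Fos fell by 0.72 ± 0.129 and by 0.88 ± 0.129 (adjusted p = 0.00127 and 1.84e-05). Fos lay below the 40 min mean in 16 of 16 animals at each of these times, and in Feature Extraction ratios it fell by 1.62 and by 1.74. The gene that rose at 24 h was Mblac1, a metallo-beta-lactamase family member (0.30 ± 0.0603, adjusted p = 0.00691).

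Of the 23 immediate early genes in cortex, 6 fell at 24 h (14 adjusted over the list alone) and 7 fell at 7 d (23 adjusted over the list alone). The mean changes were -0.39 and -0.50, with camera adjusted p = 2.99e-38 and 4e-35 and adjusted p = 9.41e-05 and 0.000214 with an estimated correlation. They were lower on 5 of 6 slides at 24 h (within-slide median -0.46, slide as a block -0.38) and on 6 of 6 at 7 d (-0.53 and -0.46). The phosphatase gene Dusp1, in this list and in the glucocorticoid list, fell by 0.66 ± 0.119 and by 0.75 ± 0.119 (adjusted p = 0.00127 and 7.84e-05). Of 22 glucocorticoid response genes, 5 fell at 24 h and 4 at 7 d (7 and 10 adjusted over the list alone, and 1 rose adjusted over the list alone at 24 h). Among them were Nfkbia, an inhibitor of NF-kB (-0.58 ± 0.104 and -0.66 ± 0.104), and Ddit4, an inhibitor of mTOR (-0.70 ± 0.142 and -0.63 ± 0.142), whose call at 7 d held in 8 of 13 alternatives (adjusted p 0.00907 to 0.318). The call of the glucocorticoid list was lost with an estimated correlation: camera adjusted p = 2.93e-13 and 3.04e-12, adjusted p = 0.0531 and 0.0752 with an estimated correlation. Its mean changes were -0.21 and -0.29, with slide as a block -0.25 and -0.28 and within-slide medians of -0.22 and -0.29. Hypoxia response (1 of 22 fell at each time, adjusted p = 0.754 and 0.520 with an estimated correlation) and acute inflammation (1 of 11 fell at each time, adjusted p = 0.718 and 0.324 with an estimated correlation) were past the preset threshold through Ddit4 and Nfkbia alone among genes called. Their mean changes were -0.11 and -0.15, and -0.13 and -0.21.

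In heart at 6 h, 19 genes were higher and 6 lower than at 40 min (of 9496; 622 at unadjusted p below 0.05). This count moved with the processing: it was 7 in Feature Extraction ratios, 9 among genes well above background on every array, 54 with Cy5 alone and 113 with array weights. The metallothionein genes Mt2 (1.96 ± 0.351, adjusted p = 0.00137) and Mt1 (1.06 ± 0.230, adjusted p = 0.0133), whose products bind zinc and copper, were among the largest rises. The chemokine gene Ccl6 (1.22 ± 0.269, adjusted p = 0.0157) and Ctla2b (0.89 ± 0.214, adjusted p = 0.0376) were the others. The gene values in heart at 6 h include the heart-labelled array of animal 38, which resembled lungs, and are not given without it. Leaving this array out is among the alternatives counted for single genes. Of 213 log2 values compared without the heart and lungs of animal 38, over all contrasts, 10 lost the call and 1 gained it. In Feature Extraction ratios the 4 changes were 1.72, 0.88, 0.42 and 0.59. Over the alternatives, Ccl6 was past the threshold in 10 of 14 (adjusted p 0.000804 to 0.839) and Ctla2b in 8 of 14 (0.00498 to 0.651). The largest falls were in Nr4a1 (-1.2 ± 0.260, adjusted p = 0.0133; past the threshold in 12 of 14 alternatives, 0.00768 to 0.0519), the transcription factor gene Egr1 (-1.17 ± 0.221, adjusted p = 0.00303), Atf3 (-0.49 ± 0.109, adjusted p = 0.0192) and Apold1, an endothelial early response gene (-0.33 ± 0.0768, adjusted p = 0.0278). Egr1 was well above background on 16 arrays at 40 min and 11 at 6 h, and fell by 2.55 in Feature Extraction ratios. The last pair was past the threshold in 11 and 8 of 14 alternatives (adjusted p 0.0110 to 0.172 and 0.00969 to 0.195).

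Of 21 glucocorticoid response genes in heart, 4 rose at 6 h and 17 did not pass (10 rose and 1 fell adjusted over the list alone). Besides Mt1 and Mt2 these were Map3k6, a stress-activated kinase gene (0.82 ± 0.170, adjusted p = 0.00893; past the threshold in 10 of 14 alternatives, 0.0014 to 0.674), and Fkbp5 (0.78 ± 0.125, adjusted p = 0.000176). The mean change was 0.44, with slide as a block 0.42 and a within-slide median of 0.60. The list was past the threshold at the preset correlation (adjusted p = 1.56e-10) and not otherwise (adjusted p = 0.190 with an estimated correlation). The same 5 animals as in cortex had the lowest list means, from -0.46 to -0.13 against 0.43 to 1.42 in the other 11 (0.43 to 0.95 without animal 38). Of 17 immediate early genes, 3 fell at 6 h (8 adjusted over the list alone; camera adjusted p = 1.99e-09, adjusted p = 0.190 with an estimated correlation), with a mean of -0.32, lower on 8 of 8 slides (within-slide median -0.32, slide as a block -0.33). The oxidative stress list was called through Mt1 and Mt2 (2 of 13 rose; mean 0.29, slide as a block 0.29, within-slide median 0.35; camera adjusted p = 0.00636, adjusted p = 0.255 with an estimated correlation).

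At 24 h in heart, 3 genes were higher and 31 lower (530 at unadjusted p below 0.05), and at 7 d 3 were higher and 30 lower (1068 at unadjusted p below 0.05). Nr4a1 fell by 1.60 ± 0.274 at 24 h (adjusted p = 0.00028) and by 1.74 ± 0.260 at 7 d (adjusted p = 2.35e-05), and lay below the 40 min mean in 13 of 13 and 16 of 16 animals. Depp1, a regulator of autophagy controlled by FOXO factors, fell by 1.5 ± 0.260 and by 1.66 ± 0.246 (adjusted p = 0.000283 and 2.35e-05), past the threshold in 11 and 12 of 14 alternatives (adjusted p up to 0.397 and 0.0905). Klf2 fell by 1.31 ± 0.268 and by 1.30 ± 0.254 (adjusted p = 0.0044 and 0.00176). Egr1 fell by 1.14 ± 0.234 at 24 h (adjusted p = 0.0044). Pdk4, a kinase gene that turns the heart from glucose to fat, fell by 1.62 ± 0.398 at 7 d (adjusted p = 0.0432). The genes with the largest rises had small changes: P3h4 (0.46 ± 0.113), Lyl1 (0.26 ± 0.0624) and Lsm10 (0.20 ± 0.0442) at 24 h, and Timeless (0.31 ± 0.0771) and Lpar6 (0.30 ± 0.0665) at 7 d. These 5 calls were absent in Feature Extraction ratios (adjusted p 0.206, 0.469, 0.664, 0.471 and 0.470; over all alternatives from 0.00146 to 0.664). With slide as a block the count at 7 d was 506 genes, 266 higher and 240 lower, so the lean to falls was not kept there, and without animal 38 it was 62. Other processing gave 6 (genes well above background on every array), 20 (no filter), 78 (Cy5 alone) and 108 (array weights) genes at 24 h, and at 7 d 3 (well above background on every array), 71 (Cy5 alone), 85 (Feature Extraction ratios) and 260 (array weights).

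Of 17 immediate early genes in heart, 8 fell at 24 h and 8 at 7 d (11 and 11 adjusted over the list alone), with means of -0.57 and -0.53, camera adjusted p = 1.12e-31 and 4.26e-17, and adjusted p = 0.00016 and 0.0178 with an estimated correlation. Over the alternatives the means ran from -1.46 to -0.56 and from -1.57 to -0.46. They were lower on 7 of 7 slides at 24 h (within-slide median -0.53, slide as a block -0.56) and on 6 of 7 at 7 d (-0.48 and -0.46). With an estimated correlation and slide as a block the call held at 24 h (adjusted p = 0.00486) and was lost at 7 d (adjusted p = 0.351), and it held at both with array brightness as a covariate (0.000454 and 0.0294). Of 21 glucocorticoid response genes, 6 fell at 24 h and 7 at 7 d (8 and 12 adjusted over the list alone, and 1 rose adjusted over the list alone at 24 h). Sgk1 fell by 1.04 ± 0.156 and by 0.95 ± 0.148 (adjusted p = 2.88e-05 and 5.54e-05), Nfkbia fell by 0.97 ± 0.157 and by 0.93 ± 0.148 (adjusted p = 7.89e-05 and 6.94e-05), and the clock gene Per1, which also responds to glucocorticoids, fell by 0.96 ± 0.150 at 24 h (adjusted p = 6.39e-05). The list held with an estimated correlation at both times (adjusted p = 0.0392 and 0.0178), with means of -0.38 and -0.57, lower on 7 of 7 slides at each time (within-slide medians -0.32 and -0.58, slide as a block -0.44 and -0.64). Fatty acid oxidation and fasting genes were lower at 7 d by a mean of 0.27 with 1 of 19 fallen, Pdk4 (slide as a block -0.34, within-slide median -0.33; camera adjusted p = 0.00229, adjusted p = 0.437 with an estimated correlation). Ion transport and calcium handling genes had no member past the threshold at 7 d (mean -0.24, slide as a block -0.32, within-slide median -0.36; camera adjusted p = 0.0344, adjusted p = 0.530 with an estimated correlation), with Ryr2, the calcium release channel, at -0.79 ± 0.359 (adjusted p = 0.412).

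**Figure D2:**
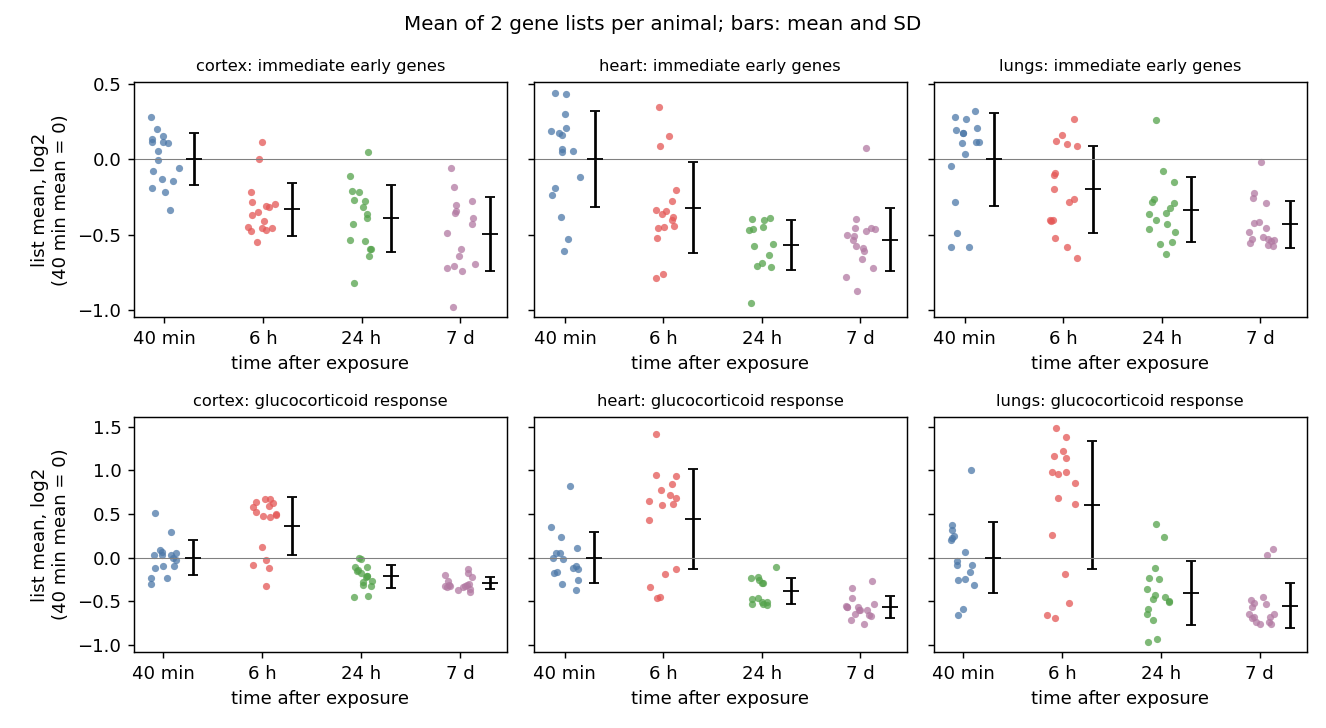
Mean log2 ratio of the immediate early and glucocorticoid response lists for each animal (points) at each time in the 3 tissues, relative to the 40 min mean, with the mean and SD of each group. The immediate early list lies below the 40 min mean in 16 of 16 cortex animals at 7 d, and the glucocorticoid list at 6 h falls into a lower group of 5 and a higher group of 11 animals.

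Lungs had the largest count of genes that differed among the 4 times in these data, 1334 of 15708 (121 of 13391 in cortex and 175 of 9496 in heart). Over the alternatives these ran from 889 to 2601, from 63 to 211 and from 27 to 639, with the size limit and the analysis of variance at unadjusted p set aside. At 6 h, 235 genes were higher and 360 lower (2568 at unadjusted p below 0.05). The largest rises were in Mmp8, a collagenase of neutrophils (1.57 ± 0.345, adjusted p = 0.00365), Mt2 (1.51 ± 0.254, adjusted p = 0.000225), Pmvk, an enzyme of cholesterol synthesis (1.48 ± 0.306, adjusted p = 0.00191), and Fkbp5 (1.38 ± 0.250, adjusted p = 0.000412). In Feature Extraction ratios these were 0.49, 1.56, 1.56 and 1.63, and Mmp8 was past the threshold in 11 of 13 alternatives (adjusted p 7.58e-06 to 0.501). The largest falls were in Ccn5, a matrix protein (-1.19 ± 0.198, adjusted p = 0.000225), Nr4a1 (-1.06 ± 0.267, adjusted p = 0.0124), Gja5, a gap junction protein of arterial endothelium (-1.0 ± 0.211, adjusted p = 0.00253), and Nckap5 (-0.97 ± 0.257, adjusted p = 0.0177). The count at 6 h was 958 with array brightness as a covariate and 1487 with array weights.

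Of the stress and metabolic lists called in lungs at 6 h, oxidative stress alone held with an estimated correlation. Of 22 glucocorticoid response genes, 10 rose and none fell (13 rose and 1 fell adjusted over the list alone), with a mean of 0.61, slide as a block 0.62, within-slide median 0.91, higher on 6 of 7 slides. Pdk4 rose by 1.31 ± 0.354 (adjusted p = 0.0205) and Zbtb16 by 1.29 ± 0.363 (adjusted p = 0.0267). The list had camera adjusted p = 3.01e-12 and adjusted p = 0.119 with an estimated correlation. The 5 animals with the lowest means were again those of cortex, from -0.70 to 0.26 against 0.61 to 1.49 in the other 11. Of 14 oxidative stress genes 3 rose: Mt2, Mt1 (1.24 ± 0.192, adjusted p = 6.81e-05) and the thioredoxin reductase gene Txnrd1 (0.38 ± 0.0946, adjusted p = 0.0118). This list, with a mean of 0.34, was higher on 7 of 7 slides (within-slide median 0.36, slide as a block 0.35) and held with an estimated correlation (camera adjusted p = 5.54e-06, adjusted p = 0.0189 with an estimated correlation). Of 23 hypoxia response genes 4 rose (5 adjusted over the list alone), among them Ankrd37 (0.98 ± 0.198, adjusted p = 0.00153) and the mitophagy gene Bnip3 (0.80 ± 0.171, adjusted p = 0.0029), with P4ha2 at 0.44 ± 0.103 and the lactate dehydrogenase gene Ldha at 0.34 ± 0.0816. Their mean was 0.18, slide as a block 0.19 and within-slide median 0.27 (camera adjusted p = 1.88e-05, adjusted p = 0.119 with an estimated correlation). Of 20 fatty acid oxidation and fasting genes 4 rose, including Angptl4 (1.0 ± 0.270, adjusted p = 0.0197), the lipoprotein lipase gene Lpl (0.84 ± 0.212, adjusted p = 0.0125) and Ucp3 (0.75 ± 0.178, adjusted p = 0.00799). Their mean was 0.31, slide as a block 0.33, without animal 38 0.21 and within-slide median 0.43 (camera adjusted p = 8.31e-05, adjusted p = 0.320 with an estimated correlation). The gene values in lungs at 6 h include the lungs-labelled array of animal 38, which resembled heart, and are not given without it.

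Some markers of lymphocytes and 1 of neutrophils changed in lungs at 6 h, but none of these lists was past the threshold with an estimated correlation. Of 8 B cell markers 4 fell (6 adjusted over the list alone), among them the complement receptor gene Cr2 (-0.91 ± 0.244, adjusted p = 0.0194), Ms4a1, which encodes CD20 (-0.90 ± 0.183, adjusted p = 0.00178), and Cd79b (-0.73 ± 0.187, adjusted p = 0.0136). The list mean was -0.48, lower on 6 of 7 slides (within-slide median -0.73, slide as a block -0.52; camera adjusted p = 1.01e-05, adjusted p = 0.119 with an estimated correlation). Of 8 NK (natural killer) cell markers 2 fell (5 adjusted over the list alone), Ncr1 (-0.32 ± 0.0931, adjusted p = 0.0309) and Gzmb (-0.28 ± 0.0796, adjusted p = 0.0303), with a list mean of -0.32, slide as a block -0.32, within-slide median -0.30 (camera adjusted p = 8.31e-05, adjusted p = 0.134 with an estimated correlation). Of 10 T cell markers the kinase gene Lck fell (-0.58 ± 0.163, adjusted p = 0.0261; list mean -0.23, slide as a block -0.26, within-slide median -0.28; camera adjusted p = 0.0141, adjusted p = 0.564 with an estimated correlation). Of 9 neutrophil markers 1 rose, Mmp8 (2 adjusted over the list alone); the list mean was 0.47, slide as a block 0.48, within-slide median 0.61 (camera adjusted p = 0.00278, adjusted p = 0.349 with an estimated correlation). Of 8 genes listed as microglial markers, which lung macrophages also express, 3 fell, among them the chemokine receptor gene Cx3cr1 (-0.74 ± 0.186, adjusted p = 0.0125) and Aif1 (-0.62 ± 0.112, adjusted p = 0.000412). Their mean was -0.27, slide as a block -0.29, within-slide median -0.32 (camera adjusted p = 0.00061, adjusted p = 0.119 with an estimated correlation).

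**Figure D3:**
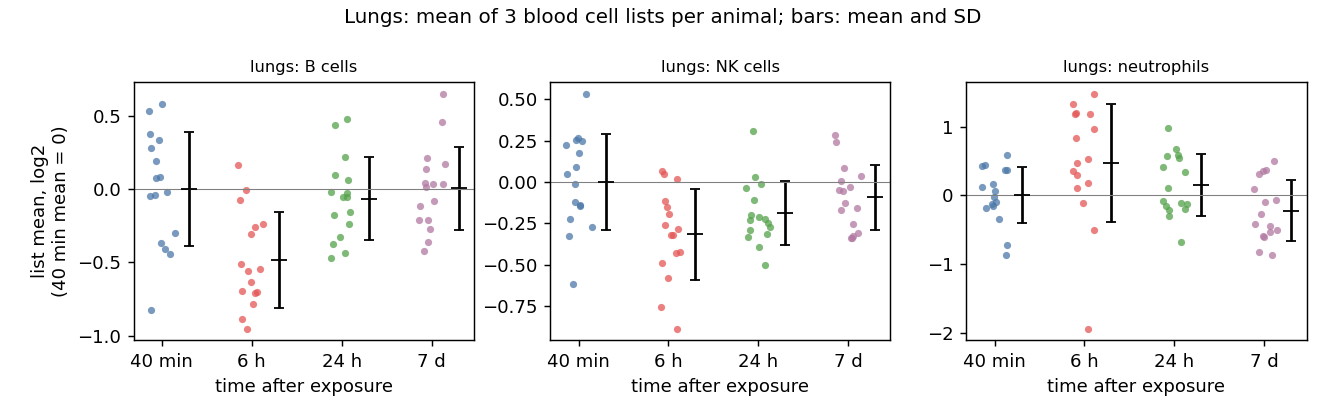
Mean log2 ratio of the B cell, natural killer cell and neutrophil marker lists in the lungs of each animal (points) at each time, relative to the 40 min mean, with the mean and SD of each group. At 6 h the B cell list lies below the 40 min mean in 15 of 16 animals and the neutrophil list above it in 13 of 16.

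Some angiogenesis and interferon genes also moved in lungs at 6 h, but neither list was past the threshold with an estimated correlation. Of 15 angiogenesis genes 1 rose, the VEGF receptor gene Flt1 (0.66 ± 0.148, adjusted p = 0.0041), and 3 fell: Esm1 (-0.65 ± 0.177, adjusted p = 0.0223), the TIE2 ligand gene Angpt2 (-0.58 ± 0.115, adjusted p = 0.0013) and Nrp2 (-0.42 ± 0.115, adjusted p = 0.0223). Adjusted over the list alone, 1 rose and 9 fell. The list mean was -0.27, slide as a block -0.27, within-slide median -0.24 (camera adjusted p = 0.00025, adjusted p = 0.119 with an estimated correlation). Of 17 interferon response genes 3 fell, the guanylate-binding protein genes Gbp2 (-0.53 ± 0.134, adjusted p = 0.0127) and Gbp3 (-0.44 ± 0.104, adjusted p = 0.00706) and the apoptosis factor gene Xaf1 (-0.26 ± 0.0786, adjusted p = 0.0390). That list's mean was -0.14, slide as a block -0.14, within-slide median -0.08 (camera adjusted p = 0.0294, adjusted p = 0.626 with an estimated correlation). Of 23 immediate early genes 4 fell and 1 rose at 6 h (7 and 3 adjusted over the list alone; mean -0.20, slide as a block -0.18, within-slide median -0.30; camera adjusted p = 0.0207, adjusted p = 0.653 with an estimated correlation), with Egr1 at -0.82 ± 0.181 (adjusted p = 0.00393) and the transcription factor gene Maff at 0.72 ± 0.191 (adjusted p = 0.0177).

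At 24 h in lungs, 4 genes were higher and 12 lower (834 at unadjusted p below 0.05), and at 7 d 12 were higher and 30 lower (1392 at unadjusted p below 0.05). Dusp1 fell by 1.53 ± 0.268 and by 1.77 ± 0.268 (adjusted p = 0.00124 and 8.58e-05), and Csrnp1, a nuclear protein gene induced by growth signals, fell by 1.43 ± 0.262 and by 1.70 ± 0.262 (adjusted p = 0.0028 and 8.58e-05). Nr4a1 fell by 1.27 ± 0.267 and by 1.30 ± 0.267 (adjusted p = 0.0186 and 0.00782), Per1 fell by 1.13 ± 0.253 at 24 h (adjusted p = 0.0340), and the EGF receptor inhibitor gene Errfi1 fell by 1.63 ± 0.315 at 7 d (adjusted p = 0.00364). The rises were Ntrk2 (0.89 ± 0.188), Amd2, an enzyme of polyamine synthesis (0.79 ± 0.129), Prickle1 (0.69 ± 0.147) and Hes2 (0.52 ± 0.104) at 24 h, and, at 7 d, Prickle1 (0.67 ± 0.147), the acetyl-CoA synthetase gene Acss2 (0.54 ± 0.112), the growth factor gene Gas6 (0.52 ± 0.107) and Sp5 (0.49 ± 0.108) were the largest. Ntrk2 at 24 h was past the threshold in 10 of 14 alternatives (adjusted p up to 0.473) and Sp5 at 7 d in 7 of 13 (up to 0.588). With slide as a block no gene was called at 24 h and 16 were called at 7 d, and without animal 38 the count at 7 d was 67. Cy5 alone gave 34 and 81 genes and array weights gave 28 and 203.

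Of 23 immediate early genes in lungs, 3 fell at 24 h and 7 at 7 d (9 and 11 adjusted over the list alone, and 1 rose adjusted over the list alone at each time). Their means were -0.34 and -0.43 (slide as a block -0.31 and -0.41, within-slide medians -0.41 and -0.56), with camera adjusted p = 2.96e-13 and 1.31e-17 and adjusted p = 0.118 and 0.0269 with an estimated correlation. With an estimated correlation the call at 7 d was lost with slide as a block (adjusted p = 0.105) and with array brightness as a covariate (adjusted p = 0.0558). The means were then -0.41 and -0.42. At 7 d, Fos fell by 0.92 ± 0.194 (adjusted p = 0.0120) and Maff by 0.83 ± 0.191 (adjusted p = 0.0266). Of 22 glucocorticoid response genes 2 fell at 24 h and 4 at 7 d (8 and 9 adjusted over the list alone), including Ddit4 (-1.15 ± 0.230, adjusted p = 0.00636) and Nfkbia (-1.01 ± 0.179, adjusted p = 0.000829) at 7 d. Their means were -0.41 and -0.55, with slide as a block -0.34 and -0.49 and within-slide medians -0.57 and -0.69 (camera adjusted p = 2.06e-10 and 7.25e-15, adjusted p = 0.160 and 0.0840 with an estimated correlation). Of 19 acute inflammation genes 2 fell at 7 d, Nfkbia and Tnfaip3, a brake on NF-kB (-0.63 ± 0.104, adjusted p = 0.000318; list mean -0.18, slide as a block -0.25, within-slide median -0.26; camera adjusted p = 8.05e-05, adjusted p = 0.225 with an estimated correlation). Of 17 p53 targets Btg2 fell at 7 d (-0.70 ± 0.128, adjusted p = 0.00146), and 3 fell adjusted over the list alone; that list's mean was -0.16, slide as a block -0.14, within-slide median -0.16 (camera adjusted p = 0.00244, adjusted p = 0.0399 with an estimated correlation). Of 17 interferon response genes Gbp3 fell at 24 h (-0.54 ± 0.104, adjusted p = 0.00729; list mean -0.13, slide as a block -0.18, within-slide median -0.16; camera adjusted p = 8.3e-05, adjusted p = 0.282 with an estimated correlation).

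**Figure D4:**
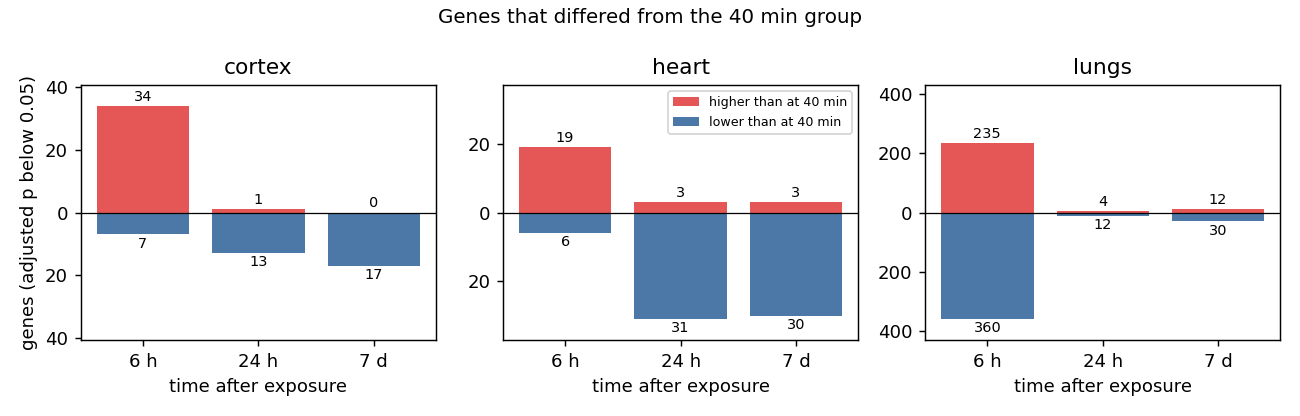
Number of genes higher and lower than at 40 min at adjusted p below 0.05 in each tissue and contrast (bars, vertical axis in genes). Lungs at 6 h have 235 higher and 360 lower, whereas the other contrasts have between 14 and 42 genes in all.

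In all, camera called 6, 7 and 13 of 50 lists in cortex at 6 h, 24 h and 7 d, 3, 5 and 6 of 46 in heart and 14, 7 and 10 of 51 in lungs; with an estimated correlation it called 3, 2 and 1, 0, 2 and 2, and 1, 0 and 3. Not every called list is described here. Among those not described above was the list of heart genes named by the study, in cortex at 6 h and 24 h (adjusted p = 0.0224 and 0.0283 with an estimated correlation) and in lungs at 7 d (adjusted p = 0.0399 with an estimated correlation). Fos is in that list, although the study gives it no tissue. Without animal 38, 9 lists were called in lungs at 6 h in place of 14, since the immediate early, interferon, Wnt, skeletal muscle and T cell lists lost the call. Some lists were called with no member past the threshold over all genes. In cortex, cell cycle genes were lower at 24 h and 7 d by means of -0.13 and -0.22 (adjusted p = 0.757 and 0.520 with an estimated correlation), but by -0.0015 and 0.0013 with array brightness as a covariate, endothelial markers were higher at 24 h by 0.12 (adjusted p = 0.246 with an estimated correlation), and extracellular matrix genes were lower at 7 d by a mean of -0.19 (adjusted p = 0.483 with an estimated correlation; -0.01 with array brightness as a covariate). Neuronal and astrocyte markers were higher in cortex at 7 d by means of 0.17 and 0.19 (adjusted p = 0.324 each with an estimated correlation), whereas in Feature Extraction ratios they were at -0.02 and 0.03, and neither was called. In heart, cell cycle genes were higher at 24 h and 7 d by means of 0.13 and 0.21 (adjusted p = 0.875 and 0.687 with an estimated correlation), and heat shock genes were lower by means of -0.12 and -0.13 (adjusted p = 0.428 and 0.530 with an estimated correlation). In lungs, skeletal muscle markers were lower at 6 h by a mean of -0.50 (adjusted p = 0.626 with an estimated correlation; slide as a block -0.48, within-slide median -0.15), natural killer cell markers were lower at 24 h by -0.19 (adjusted p = 0.160 with an estimated correlation), and adipocyte markers were higher at 7 d by 0.40 (adjusted p = 0.451 with an estimated correlation; slide as a block 0.37, within-slide median 0.67), with 3 of 7 past the threshold adjusted over the list alone.

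A few genes were called in all 3 tissues, among 9152 genes tested in each. Fkbp5, Map3k6 and Mt2 rose in all 3 at 6 h; independent lists of those sizes would share 9e-04 genes on average. Fkbp5 was past the threshold in every alternative in each tissue (adjusted p up to 0.0123, 0.046 and 0.00059 in cortex, heart and lungs), whereas Mt2 and Map3k6 lost the call in cortex with slide as a block (adjusted p = 0.0894 and 0.0522, the highest; over all alternatives from 0.000717 and 0.00138). Csrnp1, Dusp1, Nr4a1 and Per1 fell in all 3 at 24 h, against 3.72e-05 for independent lists, but with slide as a block none of the 4 was past the threshold in lungs (adjusted p = 0.563, 0.252, 0.779 and 1, the highest over the alternatives; lowest 0.00166, 0.000847, 0.0116 and 0.0217), so no gene was then shared. Adamts1, Apold1, Btg2, Csrnp1, Dusp1, Nfkbia and Nr4a1 fell in all 3 at 7 d, against 0.000129; of these, Nr4a1 lost the call in lungs with slide as a block (adjusted p = 0.0917; over all alternatives 0.00419 to 0.0917). The same animals gave the 3 tissues, so the lists are not independent in animals. The calls at 6 h include the heart-labelled and lungs-labelled arrays of animal 38, which resembled the other tissue. In heart, Map3k6 also lost its call at 6 h in some alternatives.

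The comparison of changes between tissues asks whether the time course depends on the tissue. Over the 3 later times the change differed in 48 genes between heart and cortex, 317 between lungs and cortex and 229 between lungs and heart (777, 1327 and 1327 at unadjusted p below 0.05). In Feature Extraction ratios the differences of heart and of lungs from cortex were 193 and 31 genes, so the order of the pairs was not kept, and without animal 38 that between lungs and heart was 427. At 6 h the rise of Pmvk was larger in lungs than in cortex by 1.48 and than in heart by 1.21 (adjusted p = 0.00103 and 0.0180), that of Ankrd37 by 0.91 and 0.79 (adjusted p = 0.00169 and 0.0170), and that of Lpl was larger in lungs than in heart by 1.16 (adjusted p = 0.00416). Cr2 changed by -0.93 in lungs relative to cortex and by -0.97 relative to heart (adjusted p = 0.0059 and 0.00898). Of the lists, microglial markers and B cell markers differed between lungs and heart at 6 h (mean difference -0.34 over 6 genes and -0.56 over 3 genes), each with adjusted p = 0.0188 with an estimated correlation. These list differences were not computed without animal 38. Over 8 markers each, both lists were higher in lungs than in heart (median log2 difference 0.66 and 0.56). An exchange of that animal's arrays would therefore shift both differences in the reported direction. For the immediate early genes no difference between tissues was past the threshold at any time (camera adjusted p from 0.167 to 0.780 over the 9 comparisons).

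Spread between animals bears on the dose, since a time group mixes doses. Spread differed among times in 47 genes in lungs (961 at unadjusted p below 0.05 in the Brown-Forsythe test), in 1 in heart, Map3k6 (366 at unadjusted p below 0.05), and in none in cortex (430 at unadjusted p below 0.05). In lungs 44 of the 47 were most variable at 6 h. The SD of Plat, which encodes tissue plasminogen activator, was 0.802 at 6 h against 0.285 at 40 min, 0.179 at 24 h and 0.119 at 7 d (adjusted p = 8.57e-06). That of Il1r2, the interleukin-1 decoy receptor gene, was 1.38 at 6 h against 0.576, 0.242 and 0.153 (adjusted p = 1.5e-05), and that of the receptor modifier gene Ramp3 was 1.15 against 0.486, 0.25 and 0.223 (adjusted p = 3.83e-05). The cell cycle inhibitor gene Cdkn1a, a member of the glucocorticoid list, had 1.32 against 0.685, 0.35 and 0.338 (adjusted p = 0.0320). Without animal 38 the count in lungs was 22 and in heart 0. In lungs it was 29 in Feature Extraction ratios, 16 with Cy5 alone and 9 on slide residuals, so the count depends on the processing.

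Deviations of an animal from its time group were compared between its tissues, to see whether what varies within a time point varies by animal. Over 141 relations of lists and tissue pairs, 4 were past the threshold between heart and cortex, 5 between lungs and cortex and 5 between lungs and heart. The glucocorticoid list was past the threshold in each pair, but because the 6 h animals fall into a lower and a higher group on this list, no pooled value is given. The glucocorticoid, heat shock and cold inducible lists were followed outside 6 h after the data were seen, in the same animals. BH over 15 relations does not allow for that choice of lists. Over the other 3 times, heart and cortex had a Pearson r of 0.586 (permutation p = 0.00071, BH 0.0036 over 15 relations) and a Spearman rho of 0.366 (permutation p = 0.0225, BH 0.0675) over 44 animals, and r of 0.440 without the 2 animals farthest from the median. Lungs and heart had r of 0.533 (permutation p = 0.00072, BH 0.0036) and rho of 0.465 (permutation p = 0.003, BH 0.0150) over 44 animals, and r of 0.291 without 2. By time, heart and cortex had r of 0.721 at 40 min, 0.248 at 24 h and 0.433 at 7 d. For lungs and heart r was 0.621, 0.127 and 0.874 at these times, and no time was tested apart. Lungs and cortex had r of 0.149 (permutation p = 0.365, BH 0.456) and rho of 0.0270 (permutation p = 0.864, BH 0.864) over 48 animals; this pooled value joins r of 0.444 at 40 min, -0.458 at 24 h and 0.516 at 7 d, which were not tested apart. Within the 11 higher animals at 6 h the values were 0.150, 0.458 and -0.211 for heart and cortex, lungs and cortex, and lungs and heart (permutation p = 0.709, 0.157 and 0.518; rho 0.3, 0.5 and 0.209). Without animal 38 the last changed sign: over 10 animals the values were 0.277, 0.515 and 0.378 (permutation p = 0.435, 0.128 and 0.28), and the lower group of 5 is too small to test. Heat shock genes also deviated together outside 6 h, between heart and cortex (r = 0.469, permutation p = 0.00327, BH 0.0123; rho = 0.477, permutation p = 0.00205, BH 0.0150; 0.407 without 2) and between lungs and heart (r = 0.587, permutation p = 8e-05, BH 0.0012; rho = 0.529, permutation p = 0.00039, BH 0.00585; 0.627 without 2), whereas lungs and cortex were not past the threshold (r = 0.37, permutation p = 0.0258, BH 0.0645; rho = 0.369, permutation p = 0.0157, BH 0.0589; 0.336 without 2). The cold inducible genes were past it in no pair outside 6 h (BH 0.135, 0.0612 and 0.445).

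**Figure D5:**
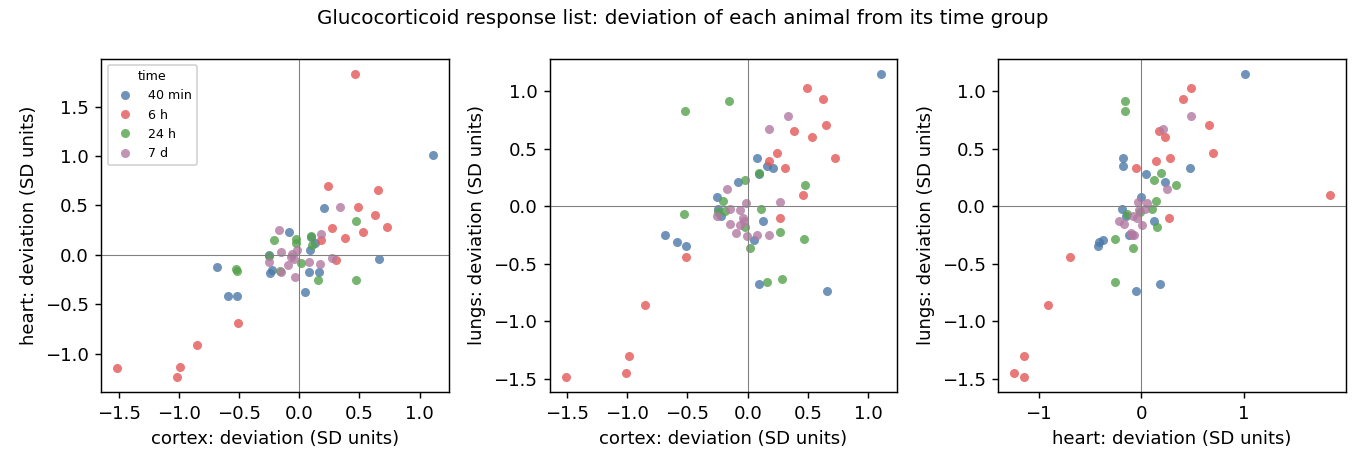
Deviation of each animal from the mean of its time group on the glucocorticoid list, in 1 tissue (horizontal axis) against another (vertical axis), coloured by time, for the 3 pairs of tissues. At 6 h a lower group of 5 animals stands apart from the other 11 in each pair.

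Genes that the study named from these samples were looked up as well, and their values are not independent evidence. The study named several of them for trends over time within a dose. The contrasts here pool doses and sham animals and do not test such trends. Dkk2 and Serpina3n were chosen as the mouse member of a gene family that the study names without a member. Fos was placed with the heart genes, although the study names it without a tissue. In cortex Tlx2, Cd1d1, Mcu, Ccr4, Hoxa11 and Dkk2 were well above background on at most 6 of 65 arrays and were not tested. Of the 4 cortex genes tested, Map3k6 rose at 6 h (0.38 ± 0.0783, adjusted p = 0.00677; 1 of 4 adjusted over the list alone), a call lost with slide as a block (adjusted p = 0.0522, over all alternatives 0.00138 to 0.0522), and Slc9a2, Scarb1 and Ccr7 had 6 h changes of 0.02, -0.02 and -0.02, with none past the threshold at any time. Mob1b was not tested in heart, Cggbp1 had no call (adjusted p = 0.996 at 6 h), and Fos in heart had changes of -0.28, -0.27 and -0.20 with none past the threshold (0 of 2 adjusted over the list alone), although in Feature Extraction ratios it fell by 2.26 at 24 h and by 2.25 at 7 d (adjusted p = 0.00276 and 0.000843; over all alternatives up to 1 and 0.728). In lungs Gpr89 and Sox9 were not tested. Of the 4 tested, Serpina3n, an acute-phase protease inhibitor gene, rose at 6 h (0.79 ± 0.212, adjusted p = 0.0190; 11 of 13 alternatives, 0.000906 to 0.0552; 1 of 4 adjusted over the list alone), and Atad2, Gpat2 and Ltf had no call. Cirbp and Rbm3, which encode RNA-binding proteins induced by cooling, had no call in any tissue at any time over all genes tested. In lungs at 24 h they had -0.42 ± 0.184 and -0.31 ± 0.144, and both passed adjusted over the list alone (camera adjusted p = 0.0115, adjusted p = 0.160 with an estimated correlation; slide as a block -0.22, within-slide median -0.47).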

Values the study reported

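By two-way analysis of variance at p below 0.05, the paper counts 68 genes that depend on time in cortex, 87 in heart and 180 in lungs. It counts 9 genes by dose in cortex, 14 in heart and 24 in lungs, and 249, 175 and 301 for the interaction of dose and time. In cortex it names Slc9a2 as decreased with time at the lower and middle doses. For Tlx2 at these doses its results give an increase and its discussion a decrease. These are trends within a dose, which the contrasts of pooled doses and sham animals here do not test.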

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

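The tests of other groupings, animal 38, time of day, array brightness, times other than 6 h and differences within slides were chosen after the data were seen, as was the use of the planned slide block and slide residuals to weigh slide; the bound for array brightness with the immediate early genes was set before its result was seen.

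Changes from 40 min differed between tissues in tests of the difference itself. Over the 3 later times 48 genes differed between heart and cortex, 317 between lungs and cortex and 229 between lungs and heart. Of 100 groupings of the same samples, 1, 1 and 2 gave a count as large, the real one included. The highest of the others were 12, 42 and 319. Chance can be excluded for heart and cortex and for lungs and cortex. For lungs and heart another grouping exceeded the real count, and no correction for the number of counts was made. Chance is therefore not excluded for that pair, and the 319 points to a structure of the samples. The counts depend on the processing: in Feature Extraction ratios they were 193, 31 and 248, which changes the order of the pairs, and without animal 38 59, 436 and 427. Depp1 fell further in heart than in cortex, by -1.21 at 24 h and -1.32 at 7 d, but in Feature Extraction ratios the differences were 0.54 and 0.31 (adjusted p over the alternatives 0.0138 to 0.603 and 0.00111 to 0.624). At 6 h lungs differed from cortex in Pmvk (1.48), Gja5 (-1.08), Ankrd37 (0.91), Bnip3 (0.76), Txnrd1 (0.45) and Cr2 (-0.93), and from heart in Pmvk (1.21), Ankrd37 (0.79), Lpl (1.16), Aif1 (-0.50) and Cr2 (-0.97). Of these 11 differences, those of Gja5, Txnrd1 and Cr2 from cortex and of Ankrd37, Aif1 and Cr2 from heart were past the threshold in 5 of 6 alternatives, with highest adjusted p of 0.319, 0.488, 0.787, 0.346, 0.892 and 0.072.

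The heart-labelled and lungs-labelled arrays of animal 38 resemble the other tissue. The heart-labelled array had a correlation of 0.931 with the median lung profile, which is consistent with labels exchanged between the heart and lung samples of this animal. Heart RNA mixed with lung RNA stays open for the heart-labelled array: the cardiomyocyte markers had a mean of 2.27 (at least 4.39 in the other hearts), within the 1.54 to 4.01 of the other lungs, a level that would hide a small share. The type 2 and club cell markers had means of 3.81 and 3.54, just below the lowest of the other lungs (3.91 and 3.62). On the lungs-labelled array the type 2 markers had a mean of 1.9, above the highest of the other hearts (0.202), so some lung RNA beside heart RNA may be present there. No biological explanation was tested.

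Immediate early genes were lower at 24 h and 7 d than at 40 min. In cortex and heart the array brightness explanation is argued against. With brightness as a covariate and an estimated correlation the list was past the threshold in 4 of 6 contrasts, all in these tissues (5 of 6 without it). In lungs neither time passed in camera (adjusted p = 0.172 and 0.0558, against 0.118 and 0.0269 without it). The lung means hardly changed (-0.33 and -0.42, against -0.34 and -0.43), but the lost call leaves brightness undecided there. Slide is argued against as the whole cause, since the list was lower within slides in 5 of 6 contrasts, with differences of -0.44, -0.49, -0.52, -0.43 and -0.54 (permutation p from 1e-05, the smallest possible, to 0.00098) and -0.20 in lungs at 24 h (permutation p = 0.25); with slide as a fixed block and an estimated correlation 3 of 6 held (cortex at both times and heart at 24 h). For time of day, 0 of 82 tests of clock genes other than Per1 passed in limma at 24 h and 7 d. At 6 h 0 of 41 passed as well, so the test held no case in which these genes moved and cannot decide. Collection times are not in the labels. The exposure itself, handling before collection and the absence of animals that died before the later times stay open. They could not be tested without dose and sham labels.

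Glucocorticoid response genes deviated together in the tissues of an animal. With all times, 3 of 3 tissue pairs stayed past the threshold with brightness removed, 3 of 3 with slide means removed and 3 of 3 without animal 38, but these tests include the lower and higher animals at 6 h and speak only for a relation that holds them. At the other 3 times together the relation between lungs and cortex was not past the threshold (r = 0.149, BH 0.456), but r was 0.444 at 40 min, -0.458 at 24 h and 0.516 at 7 d, so whether it holds outside 6 h stays open. At these times 2 of 3 pairs were past it with the brightness of each array removed (heart and cortex r = 0.714, BH 0.00012; lungs and heart r = 0.446, BH 0.0063), as were their rank correlations (rho = 0.548, BH 0.00144; rho = 0.423, BH 0.0123), which argues against array brightness as the whole cause for these pairs. With slide means removed 2 of 3 were as well (r = 0.491, BH 0.00879; r = 0.506, BH 0.00222). For lungs and heart the rank correlation was also past the threshold (rho = 0.515, BH 0.00192), which argues against slide as the whole cause; for heart and cortex it was not (rho = 0.227, BH 0.248), so slide stays open there. Single animals carry much of these values: without the 2 farthest from the median r was 0.524 and 0.239 with brightness removed and 0.224 and 0.308 with slide means removed (0.440 and 0.291 with neither removed). A difference in dose between animals is a candidate explanation that the labels do not allow to be tested.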

How the results depend on the processing

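Array brightness as a covariate, an offset of 1, leaving out animals 38 or 41, and the size limit joined to the analysis of variance were chosen after seeing the data.

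Of 3505 comparisons of a log2 value with its value under an alternative, 3179 kept their side of the threshold, 281 lost the call, 31 gained it and 14 reversed. Direction was compared only for values called in the main fit, so a change of sign in an uncalled value is not counted as reversed. Of 84 correlations, all called in the main fit, 66 kept their direction and side of the threshold, 17 lost the call and 1 reversed. Quantile normalization of mean brightness leaves the log2 ratios as they were, so it tests nothing and is not counted. The deposited table holds the same ratios as Feature Extraction, so its 223 comparisons repeat others and are counted again in these totals. Counts of alternatives given for single genes within a tissue include both as well. The animal as a replicate block kept 13 of 13 (consensus correlation -0.0144). Unless a reason is given, the cause was not tested.

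In Feature Extraction ratios the genes called in heart were 7 at 6 h and 85 at 7 d, and the deposited table gave 7 and 85. Called lists were 6 in heart at 6 h and 9 at 24 h, spread was called in 0 genes of heart and 29 of lungs, and 2 lists deviated together in lungs and heart. Changes differed between tissues in 193 genes for heart and cortex and 31 for lungs and cortex, and 6303, 7039 and 5486 genes differed between heart and cortex, lungs and cortex, and lungs and heart. These results reversed: cell cycle (0.0575) and neurons (-0.0253) in cortex at 6 h, neurons (-0.0151) in cortex at 7 d, cell cycle in lungs at 7 d (0.0604), Depp1 between heart and cortex at 24 h (0.54) and 7 d (0.31), and striatal neurons between lungs and cortex (r = 0.0166). Astrocytes in cortex at 7 d (0.0321) and ion transport in heart at 24 h (-0.10) reversed relative to the other genes.

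With the Cy5 channel alone, counts were 211 over the 4 times and 67 at 6 h in cortex, 290 over the 4 times and 54, 78 and 71 at 6 h, 24 h and 7 d in heart, and 34 at 24 h and 81 at 7 d in lungs. Called lists were 4 and 4 in cortex at 24 h and 7 d and 5, 3 and 12 in heart, and spread was called in 2 genes of heart and 16 of lungs. Cell cycle in cortex at 6 h (-0.0087, relative to the other genes), neurons in cortex at 7 d (-0.0148) and cell cycle in lungs at 7 d (0.0351) reversed. With brightness as a covariate, 211 genes were called over the 4 times in cortex and 958, 33 and 75 at 6 h, 24 h and 7 d in lungs, with 4 lists in cortex at 7 d and 5 in heart at 6 h; cell cycle reversed in cortex at 6 h (0.0356) and 7 d (0.0013) and in lungs at 7 d (0.0239).

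With slide as a fixed block, counts were 15 in cortex at 6 h, 639 over the 4 times and 506 at 7 d in heart (266 higher and 240 lower), and 889 over the 4 times, 0 at 24 h and 16 at 7 d in lungs by limma (834 at unadjusted p below 0.05 at 24 h without the block). With slide as a random block they were 29 in cortex at 7 d and 270 over the 4 times and 51 at 7 d in heart. On slide residuals 2 and 3 lists deviated together in lungs and cortex and in lungs and heart, and spread was called in 0 genes of heart (366 at unadjusted p below 0.05 without the removal) and 9 of lungs.

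With array weights, counts were 191 over the 4 times and 65 at 7 d in cortex, 501, 113, 108 and 260 in heart over the 4 times and at 6 h, 24 h and 7 d, and 2601, 1487, 28 and 203 in lungs. The estimated correlation left 3, 2 and 1 lists in cortex at 6 h, 24 h and 7 d, 0, 2 and 2 in heart and 1, 0 and 3 in lungs, since it widens the error of a list whose members vary together. An absolute log2 change of 1 or more, which by construction leaves fewer genes, left 1, 0, 1 and 1 in cortex over the 4 times and at 6 h, 24 h and 7 d, 15, 5, 7 and 9 in heart and 24, 16, 4 and 6 in lungs. The methods' analysis of variance at unadjusted p gave 1294, 1009 and 3256 genes in cortex, heart and lungs, and with the size limit 1, 16 and 33.

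Signal over background limits which genes can be tested. Keeping genes well above background on every array left fewer to test and gave 63 over the 4 times and 23 at 6 h in cortex and 27 over the 4 times and 9, 6 and 3 at 6 h, 24 h and 7 d in heart. With no filter, 20 genes were called in heart at 24 h, and changes differed in 579 genes between lungs and cortex and 489 between lungs and heart. An offset of 1 gave 52 genes in heart at 7 d and 25 in lungs at 24 h, and the mean of all probes of a gene gave 26 in cortex at 7 d. Without the heart and lungs of animal 38, 62 genes were called in heart and 67 in lungs at 7 d, 9 lists in lungs at 6 h, spread in 0 genes of heart and 22 of lungs, and a difference between lungs and heart in 427 genes. Without heart animal 41, spread was called in 2 genes of heart. The heart array of animal 41 had 3014 spots well above background in Cy5 and r of 0.445 with the median heart profile.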

Other observations

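Every comparison with other groupings in this part was chosen after the result was seen.

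Across cortex, heart and lungs, Fkbp5, Map3k6 and Mt2 rose at 6 h, and Csrnp1, Dusp1, Nr4a1 and Per1 fell at 24 h. Only Fkbp5 among the 3 kept its call in every tissue at 6 h with slide as a block, and none of the 4 was then called in lungs at 24 h. These are genes of the stress hormone response and of early response to stimulation, and every one is measured against animals taken 40 min after exposure. In lungs at 6 h, 4 of 8 B cell markers fell (list mean -0.48; adjusted p = 0.119 with an estimated correlation) and Mmp8 rose (1.57 ± 0.345; 0.49 in Feature Extraction ratios, past the threshold in 11 of 13 alternatives, adjusted p 7.58e-06 to 0.501).

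Groupings of the samples other than by time were drawn 100 times for each count. In cortex, 2 groupings gave as many genes as the 121 that differ among times, 2 as many as the 41 at 6 h and 2 as many as the 14 at 24 h, the real one included. The highest others were 1877, 142 and 559, each above the real count. These results were not corrected for the number of counts tested, so chance is not excluded for them. Such counts point to a structure of the cortex samples that does not follow time, and PC1 of cortex (33.51% of variance) had r of -0.9828 with array brightness. For cortex at 7 d 1 grouping did (17; highest other 3). In heart 1 grouping each gave as many as the real 175, 25, 34 and 33 (highest others 60, 4, 1 and 3), and in lungs 1 each as many as 1334, 595, 16 and 42 (1, 585, 2 and 1), so chance can be excluded. The grouping that gave 585 was not examined, so whether it follows time or another structure of the lung samples is open. For tissue, 1 grouping each reached 2788, 3519 and 2144 (highest others 283, 105 and 308), and chance can be excluded.

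Counts of called lists were less distinct. In cortex 19, 25 and 3 groupings of 100 called as many lists as the real 6, 7 and 13 (highest others 18, 16 and 18). In heart 67, 22 and 6 called as many as 3, 5 and 6 (10, 11 and 8), and in lungs 5, 24 and 7 called as many as 14, 7 and 10 (17, 13 and 13). Fewer than 5 of 100 groupings did so for cortex at 7 d alone. That is the smallest of these 9 counts, which were not corrected for their number, and another grouping there gave 18. Chance is therefore not excluded for any of the 9. For spread, 100 groupings reached the 0 genes of cortex (Brown-Forsythe; 430 at unadjusted p below 0.05; highest other 2), 2 reached the 1 gene of heart (highest other 1) and 1 reached the 47 of lungs (highest other 1). Chance can be excluded for lungs, where the count was 22 without animal 38, 29 in Feature Extraction ratios and 9 on slide residuals. For heart the count rests on Map3k6 alone and was 0 under each of these, so nothing is concluded from it.

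By an analysis of variance over time at unadjusted p below 0.05, 1294 genes differed in cortex, 1009 in heart and 3256 in lungs. These counts are higher than those the study gives, whose model also held dose. Joined to an absolute log2 change of 1 or more, which the study applied at a later step, they were 1, 16 and 33. These are lower than the study's counts, but the limit was put on ratios that the background offset weighs on. In Feature Extraction ratios, changes of Plin4, Ctla2a and Fos in cortex were beyond this limit. The time groups here also mix doses and sham animals, so nothing is concluded from the difference between these counts and the study's.

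The repeated array of cortex animal 21 differed from the first by an SD of 0.528 per array, whereas 7 repeated lung samples had 0.132 to 0.178. In Feature Extraction ratios these were closer, at 0.799 for the cortex and 0.352 to 0.756 for the lungs. The first array of cortex animal 21 had 12788 spots well above background in Cy5 and r of 0.827 with the median cortex profile. The repeat had 27051 and 0.974, and both were averaged into the 40 min group.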
